A study of Mus musculus with 26 samples.

How the data were processed

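RNA-seq read counts per gene were analysed for 26 samples of mouse XY gonads at embryonic day 13.5, in 6 groups: wild type (WT, 3 samples), 4 deletions at the Fgf9 locus named Δ306 (3 samples), Δ225 (6), Δ104 (4) and Δ93 (6), and a Meis1 knockout (KO, 4). The gonads were microdissected and separated from the mesonephros, poly(A) RNA was selected and strand-specific libraries were made with the NEBNext Ultra II Directional kit, per the labels' protocols. The labels give neither the boundaries of the deletions nor the parents, litters or dates of the samples.

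The authors deposited raw counts per gene in 3 tables with Ensembl gene identifiers. The first table holds the WT and Δ306 libraries over 31053 genes. The second holds the Meis1 KO libraries with the same WT libraries, whose counts were identical to those of the first table at all 31053 genes. The table of all deletions holds WT and all 4 deletions over 57186 genes, counted anew. Of the groups, only WT and Δ306 have a table of their own. A comparison of any other group with WT or Δ306 may therefore also carry a difference between deposits. The aligner, the counting tool, the genome build and the annotation are not stated, and the values were taken as counts because they are whole numbers whose totals differ between samples. The authors also deposited comparisons with log2 fold changes and adjusted p-values in DESeq2's column layout, per the file headers, with no version or model formula. Those values were set beside the fits made here. All columns of the count tables were used.

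Columns were assigned to samples by name. In the first table the mutant columns carry the name fgf9 only. They were taken as Δ306 because the series' stated design lists WT and Δ306. Across genes, log2 counts of same-numbered libraries in the first table and the table of all deletions had correlations of 0.986 to 0.988, against at most 0.98 between different libraries. Gene symbols came from the reference annotation for 30934 identifiers of the first table and 51880 of the table of all deletions, and from the deposited comparison for 3 and 4775. The other 116 and 531 kept their identifiers. Coordinates come from GENCODE M21 on GRCm38, which may not be the build the authors used.

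Total counts per library were 19.2 to 48.5 M in the first table, 35.5 to 51.7 M in the Meis1 table, and 11.6 to 53.4 M (median 36.7) in the table of all deletions. Where all libraries of a group had 0 counts of a gene, the fold was computed against a floor of 3 counts over the group. Intervals and floors cover counting error only, since the reads carry no molecular identifiers.

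Genes were tested with edgeR 4.0.16 in R 4.3.3: filterByExpr with the groups, TMM normalization, and the quasi-likelihood F-test (glmQLFit, glmQLFTest) with Benjamini-Hochberg adjustment within each comparison. A gene was called at an adjusted p under 0.05. Δ306 was compared with WT in the first table alone (3 against 3, 16470 genes tested, residual degrees of freedom 4). The other deletions were compared with WT and with each other in 1 fit of all 22 libraries of the table of all deletions (22941 genes, residual degrees of freedom 17). Meis1 KO was compared with WT in its own table (16791 genes, residual degrees of freedom 5). That made 11 comparisons. The standard error (SE) of a log2 fold change was the unshrunk estimate divided by the square root of F. CPM values are relative to TMM-scaled library sizes, and values per group are means ± SD.

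The gene lists were Sertoli, pre-granulosa, fetal Leydig, male germ-cell, meiotic germ-cell, pan-germ-cell, Y-linked, mesonephric, blood and Fgf9-neighbour genes, 10 lists in all. They were tested in each comparison with limma's fry on the same fit (limma 3.58.1), adjusted over all 110 list-by-comparison tests. The supporting-cell balance of a library was its mean log2 CPM (prior count 2) over the Sertoli list minus the mean over the pre-granulosa list. Groups were compared by a two-sided exact permutation test, adjusted over 11 comparisons. Log2 fold changes of deletions against the shared WT were correlated across genes, which are not independent replicates. The value for unchanged groups against a shared WT group came from 20 simulated sets. After the results had been seen, values from the same sets under each alternative were added. All libraries, WT included, were drawn anew with each gene independent, so genes that vary together in real libraries are not represented. Correlations across libraries used permutation tests (exact for 6 libraries, 100000 resamples for 22) and were adjusted over 7 relations.

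The text names Fgf9, Meis1, 12 fixed marker genes and listed neighbours of Fgf9, and some genes that met these rules are not reported here. Per comparison it draws on the 5 genes with the largest increase and the 5 with the largest decrease among those called, with a mean CPM of at least 1 and no overlap between the groups' libraries. Groups, tests, lists, this rule and most alternatives were fixed before the data were examined. A list of 56 imprinted genes and a second list of 7 mesonephric genes (Gata3, Ret, Wnt9b, Sim1, Tfap2b, Hnf4a, Hoxb7) were written later and serve only in the closing part.

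The alternatives were DESeq2 1.42.0 (Wald test), RLE normalization, no composition factor, no filter on low counts, CPM above 1 in 3 libraries, an adjusted p under 0.01, an absolute log2 fold change of at least 1, only the groups compared in the fit, the replicate number as a block, leaving out each library in turn, camera with a preset correlation of 0.01, prior counts of 0.5 and 5, and the median over the list. Chosen after seeing the data were the refits of Δ306 against WT in the table of all deletions, the refits within library-size classes split at 30 M counts, the fit without mitochondrial genes, and camera with an estimated correlation. Other splits of the libraries were refitted, all of them where there were at most 100 and otherwise 100 draws.

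The pipeline was tested on simulated counts with 200 changed genes. It recovered 79.5% of them in the Δ306 design, 67.5% in the Δ225 design, 70% in the Δ104 design and 75.5% in the Δ93 design, each against WT, 78.5% for Δ225 against Δ93 and 90% for Meis1 KO. Of the calls, 2.98% to 6.59% were false. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for the rest. Genes with near-identical copies, mitochondrial genes and pseudogenes are reported as uncertain, since the counting rule for shared reads is not stated. Overlapping and antisense genes carry the same limit.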

Results

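Polyadenylated RNA of XY gonads at E13.5 was sequenced in 26 samples. Fgf9 encodes a secreted growth factor, and the 4 deletions Δ306, Δ225, Δ104 and Δ93 are named in the labels as Fgf9 genotypes. Meis1 encodes a homeobox transcription factor. In the table that holds WT and all deletions, the 3 WT libraries had 38.3, 53.4 and 39.8 M counts and the 3 Δ306 libraries 21.8, 31.8 and 27.3 M. The 6 Δ225 libraries had 11.6, 23.3, 20.2, 46.8, 43.0 and 41.3 M. The 4 Δ104 libraries had 35.2, 19.8, 17.5 and 20.8 M, and the 6 Δ93 libraries 20.6, 46.8, 46.9, 38.7, 38.3 and 39.5 M. In the first table the WT libraries had 35.5, 48.5 and 36.4 M and the Δ306 libraries 19.2, 27.8 and 23.5 M. The 4 Meis1 KO libraries had 44.7, 41.8, 51.7 and 47.2 M. Replicate libraries of a group differed from each other beyond counting error in every pair.

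The targeted genes were examined first. Fgf9 (ENSMUSG00000021974, chromosome 14, 58070547 to 58112720, plus strand, GRCm38) was at 10.5 ± 0.385 CPM in WT (SD, n = 3) and 2.87 ± 0.422 CPM in Δ306 (n = 3) in the first table. In the table of all deletions it was at 9.53 ± 0.324 CPM in WT (n = 3), 2.48 ± 0.406 in Δ306 (n = 3), 7.01 ± 4.73 in Δ225 (n = 6), 4.85 ± 1.76 in Δ104 (n = 4) and 3.08 ± 0.863 in Δ93 (n = 6). The mean of Δ225 rested on replicate 3, which had 16.5 CPM, while the other Δ225 libraries lay between 3.69 and 6.36 CPM. Against WT, Fgf9 was called in Δ306, with a log2 fold change of −1.87 (SE 0.20, adjusted p 0.00213), and in Δ93, with −1.63 (SE 0.36, adjusted p 0.00532). It was not called in Δ104, with −0.98 (SE 0.40, adjusted p 0.259), or in Δ225, with −0.44 (SE 0.37, adjusted p 0.535). Without Δ225 replicate 3 the change in Δ225 was −0.89 (adjusted p 0.143), the alternative that moved it most. Between deletions, Fgf9 was higher in Δ225 than in Δ306 by 1.5 log2 units (adjusted p 0.0186) and higher than in Δ93 by 1.19 (adjusted p 0.00992). The first of these was not called without Δ306 replicate 2 (adjusted p 0.0817), without Δ306 replicate 3 (adjusted p 0.0859) or in a fit of those 2 groups alone (adjusted p 0.0799), while both were called without Δ225 replicate 3, at 1.03 and 0.71. The other 4 differences between deletions were not called, with adjusted p of 0.375 to 0.862.

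**Figure D1:**
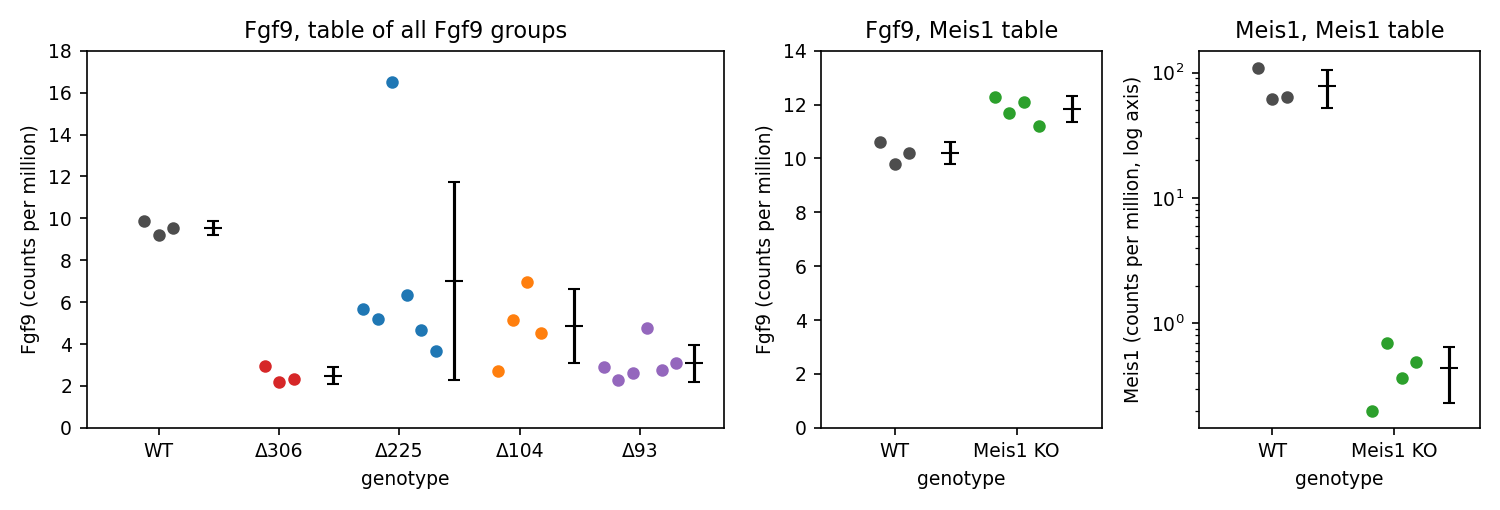
Fgf9 and Meis1 CPM for each library, with the mean and SD of each group beside its points. In the table of all deletions Fgf9 lay at 9.20 CPM or more in WT and at 2.94 CPM or less in Δ306. In the Meis1 table it lay at 9.81 to 10.6 CPM in WT and at 11.2 CPM or more in Meis1 KO, and Meis1 (log axis) lay under 1 CPM in all 4 Meis1 KO libraries.

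Meis1 (ENSMUSG00000020160, chromosome 11, 18879817 to 19018985, minus strand) had 9, 29, 19 and 23 counts in the 4 Meis1 KO libraries and 4030, 2937 and 2291 counts in the 3 WT libraries. That was 0.439 ± 0.209 CPM against 78.4 ± 26.4 CPM, a log2 fold change of −7.49 (SE 0.35, adjusted p 1.79e-04). In the deletions Meis1 did not differ from WT, with log2 fold changes of −0.20 to 0.18 and adjusted p of 0.613 or more. Fgf9 in Meis1 KO was at 11.8 ± 0.492 CPM against 10.2 ± 0.380 CPM in WT, a log2 fold change of 0.22 (SE 0.09, adjusted p 0.256), which was not called.

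The comparison of Δ306 with WT asked what the deletion changes in the XY gonad. Of 16470 genes tested, 3101 were called, 1479 higher and 1622 lower in Δ306, and 5838 had an unadjusted p under 0.05. The groups did not overlap at 42.1% of genes, where chance gives 10%. The count moved most under an adjusted p under 0.01, with 863 genes. It fell to 1110 without WT replicate 2, 1743 without WT replicate 3, 1366 without Δ306 replicate 2 and 1166 without Δ306 replicate 3. It was 1474 when Δ306 was fitted with all groups in the other table. With no composition factor the calls split into 1991 higher and 1292 lower, and the median log2 fold change of all genes rose from 0.04 to 0.12. The genes with the largest increases were Isx (7.82), Stra8 (7.59), Cdx2 (7.56), Tph2 (6.69) and Fst (6.57), in log2 units. The largest decreases were in Serpina5 (−7.43), Slc34a2 (−6.96), Cyp21a1 (−6.05), Bpifa6 (−6.04) and Cyp11a1 (−5.24). Cyp21a1 has a near-identical pseudogene and is uncertain.

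Among the fixed marker genes, Foxl2 rose in Δ306 from 0.844 ± 0.142 to 66.4 ± 31.9 CPM (log2 fold change 6.29, SE 0.41, adjusted p 6.03e-04), Fst rose by 6.57 (SE 0.43, adjusted p 6.03e-04) and Wnt4 by 1.69 (SE 0.35, adjusted p 0.0183). Stra8 changed by 7.59 (SE 0.95, adjusted p 0.00366), Cyp17a1 by −5.15 (SE 0.73, adjusted p 0.00556) and Insl3 by −4.66 (SE 0.64, adjusted p 0.00497). Amh changed by −3.74 (SE 1.02, adjusted p 0.0436), a call lost under 6 of its 11 alternatives, and Sox9 by −1.22 (SE 0.52, adjusted p 0.143), which was called only without Δ306 replicate 3. The Amh call was lost without each WT replicate, without Δ306 replicate 1 or 2, and in the fit with all groups, with adjusted p of up to 0.253. Wnt4 was not called without WT replicate 2 or 3 or without Δ306 replicate 2 or 3, and Insl3 not in the fit with all groups. Dmrt1 (−0.24), Ddx4 (0.71) and Ddx3y (−2.39) were not called, and Nanos2 was not tested in this table. Ddx4 was at 4.72 CPM in WT replicate 1 against 90.0 and 151 CPM in WT replicates 2 and 3, which widens its spread.

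The comparison of Δ225 with WT called 48 of 22941 genes by edgeR, 30 higher and 18 lower, with 3687 at an unadjusted p under 0.05 and 781 called by DESeq2. The groups did not overlap at 10.1% of genes, where chance gives 2.38%. The count depended on single libraries. It was 14 without WT replicate 1, 5 without WT replicate 2 and 12 without WT replicate 3. It was 30 without Δ225 replicate 2, 98 without Δ225 replicate 3 and 122 without Δ225 replicate 1. The largest increases were in mt-Nd5 (2.86), Gm10362 (2.33), mt-Rnr2 (1.94), Gm28438 (1.85) and mt-Nd3 (1.84), which are mitochondrial or unnamed genes and uncertain. Peg13 fell by 7.24 log2 units (adjusted p 1.29e-03), from 24.4 ± 16.8 CPM in WT to 0.177 ± 0.109 CPM in the 6 Δ225 libraries. The next decreases were in Gm55094 (−2.48), Gm5469 (−1.65), Gm13453 (−1.47) and Gm7332 (−1.41), also uncertain. None of the 12 fixed marker genes was called; Foxl2 differed by 2.06 (SE 0.94, adjusted p 0.291) and Sox9 by −0.06 (adjusted p 0.967).

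The comparison of Δ104 with WT called 14 genes, all higher in Δ104. By edgeR 0 genes were called lower, 3610 genes had an unadjusted p under 0.05 in either direction, and DESeq2 called 591 genes, 140 of them lower. The groups did not overlap at 18.1% of genes, where chance gives 5.71%. The count was 1 without WT replicate 1, 2 without WT replicate 2, 1 without WT replicate 3, 2 without Δ104 replicate 1, 2 without Δ104 replicate 2, 74 without Δ104 replicate 3 and 528 without Δ104 replicate 4. The largest increases were in Gpr55 (5.23), Tmem171 (3.86), Tns4 (3.75), Gm10362 (2.47) and mt-Rnr2 (1.82), the last pair uncertain. Foxl2 differed by 5.46 (SE 1.09) and Fst by 5.59 (SE 1.15), both with an adjusted p of 0.0621. Both were called without Δ104 replicate 3, without Δ104 replicate 4 and by DESeq2. Foxl2 ranged from 1.22 to 77.0 CPM between the 4 Δ104 libraries.

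The comparison of Δ93 with WT called 3229 genes, 1659 higher and 1570 lower, with 6529 at an unadjusted p under 0.05. The groups did not overlap at 24.7% of genes, where chance gives 2.38%. The count was 1486 without WT replicate 1, 1591 without WT replicate 2 and 1813 without WT replicate 3. Lypd4 had 0 counts in all 3 WT libraries and 5.48 ± 9.17 CPM in Δ93, at least 236-fold higher against a floor of 3 counts over the WT group. That mean rests on Δ93 replicate 4 with 23.6 CPM. Without it the other 5 libraries had 0.424 to 6.17 CPM, at least 79.8-fold higher. Further increases were in Prap1 (8.81, SE 2.60), Stra8 (8.78, SE 1.79), Isx (8.31, SE 1.37) and Akr1c18 (7.83, SE 1.88). In WT, Prap1, Isx and Akr1c18 had means of 0.056, 0.024 and 0.0065 CPM, so the sizes of their folds are uncertain. The largest decreases were in Peg13 (−7.36), Mest (−7.28), Serpina5 (−5.83), Uty (−4.99) and Gm56999 (−4.83). Mest was at 5.05 ± 2.58 CPM in Δ93 and 782 ± 125 CPM in WT. Foxl2 differed by 7.01 (SE 1.15, adjusted p 9.92e-04), Fst by 7.02 (SE 1.21, adjusted p 0.00121), Wnt4 by 2.31 (SE 0.45, adjusted p 0.00261) and Cyp17a1 by −4.11 (SE 1.03, adjusted p 0.0116). Ddx3y differed by −3.94 (SE 1.16, adjusted p 0.0273), a call lost without WT replicate 1, WT replicate 3 or Δ93 replicate 3. Sox9 (−1.63, adjusted p 0.0742), Amh (−3.98, adjusted p 0.0751), Insl3 (−3.23, adjusted p 0.0813) and Nanos2 (−3.96, adjusted p 0.103) were not called, but Sox9, Amh and Insl3 were called without Δ93 replicate 6.

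Comparisons between deletions tested differences between them directly. Δ225 differed from Δ93 at 4767 genes (2286 higher and 2481 lower in Δ225) and from Δ306 at 3030 genes (1484 higher and 1546 lower). The latter count was 1283 without Δ306 replicate 2 and 887 without Δ306 replicate 3. With no composition factor it split into 1027 higher and 1975 lower, with the median of all genes moved from −0.01 to −0.11 log2 units. Δ225 differed from Δ104 at 148 genes, 6 higher and 142 lower. That count was 9 without Δ104 replicate 1, 62 without Δ104 replicate 2, 238 without Δ104 replicate 3 and 557 without Δ104 replicate 4, and 83, 74 and 71 without Δ225 replicates 2, 5 and 6. Groups did not overlap at 11.0%, 20.2% and 1.67% of genes in these comparisons, where chance gives 0.217%, 2.38% and 0.952%.

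Δ93, Δ104 and Δ306 differed from each other at few genes. Δ104 against Δ306 gave 15 genes (14 higher, 1 lower), Δ93 against Δ306 gave 18 (3 higher, 15 lower) and Δ93 against Δ104 gave 12 (1 higher, 11 lower). At an unadjusted p under 0.05 there were 2547, 2065 and 3326 genes, and DESeq2 called 389, 167 and 546. Groups did not overlap at 11.2%, 6.38% and 1.89% of genes, where chance gives 5.71%, 2.38% and 0.952%. For Δ104 against Δ306 the count was 0 without any 1 of the 3 Δ306 replicates, by edgeR, with at least 1628 genes at an unadjusted p under 0.05. It was 282, 2, 1 and 114 without Δ104 replicates 1 to 4. For Δ93 against Δ306 it was 3, 3 and 9 without Δ306 replicates 1 to 3, 123 without Δ93 replicate 1, 11 without Δ93 replicate 4 and 4 without Δ93 replicate 2, 3, 5 or 6. For Δ93 against Δ104 it was 791 without Δ104 replicate 1, 707 without Δ93 replicate 1, 72 without Δ93 replicate 6 and 3 without any other library of these groups.

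The largest changes between deletions repeated a few genes. Against Δ93, Δ225 had higher Cyp11b1 (7.75), Mest (6.85), Kcnj16 (6.50), Serpina5 (6.33) and Gm56999 (5.61) and lower Isx (−8.44), Irx3os (−7.07), Cdx2 (−6.77) and Chrm4 (−6.76). Nr2e3 had 0 counts in all 6 Δ225 libraries and 2.26 ± 0.681 CPM in Δ93, at least 138-fold lower in Δ225. Against Δ306, Δ225 had higher Cyp21a1 (9.05), Serpina5 (7.99), Cyp11b1 (7.67), Gm4076 (7.02) and Cyp17a1 (6.33) and lower Isx (−7.87), Cdx2 (−6.91), Tph2 (−6.61), Irx3os (−6.54) and Chrm4 (−6.33). Against Δ104, Δ225 had lower Peg13 (−7.00), Ces1h (−4.11), Gpr55 (−3.86), Tmem171 (−3.74) and 4930563E18Rik (−3.27), and 5 increases of 0.89 to 1.19 in Fbxo32, Cd36, Lepr, Sytl2 and Igfbp3. Δ104 exceeded Δ306 in Gm5292 (3.82), Prlr (3.27), Wnt5a (1.61), Ak5 (1.43) and Foxn3 (1.43) and had less Myl2 (−5.24). Δ93 exceeded Δ306 in Gm5292 (3.72), Cpeb2 (0.91) and Dpysl2 (0.72) and had less Mest (−6.91), Gm56999 (−5.32), Myl2 (−3.96), Gm15610 (−2.07) and Gm5469 (−1.80). Δ93 had less than Δ104 of Peg13 (−7.13), Mest (−6.81), Gm56999 (−5.27), Car12 (−1.55) and Lifr (−1.08). Gm genes are unnamed or pseudogenes and uncertain.

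The fixed markers separated Δ225 from Δ93 and Δ306. Against Δ93, Δ225 had higher Sox9 (1.57, SE 0.52, adjusted p 0.0376), Nanos2 (7.32, SE 1.54, adjusted p 0.00153), Cyp17a1 (5.20, adjusted p 0.00114) and Insl3 (3.80, adjusted p 0.022), and lower Foxl2 (−4.95, SE 0.75, adjusted p 1.47e-04), Fst (−5.13), Wnt4 (−2.28) and Stra8 (−5.28). The Sox9 call was lost without Δ225 replicate 1, 3 or 4 or Δ93 replicate 2, 4 or 5, with adjusted p of up to 0.0826. Against Δ306, Δ225 had lower Foxl2 (−4.15, adjusted p 0.00198), Fst (−4.60), Wnt4 (−1.58) and Stra8 (−4.07), and higher Cyp17a1 (6.33) and Nanos2 (7.79). Nanos2 was not called without any 1 of the Δ306 replicates, and Stra8 not without Δ306 replicate 2 or 3. Wnt4 and Cyp17a1 were not called without Δ306 replicate 3. Against Δ104, Δ225 had lower Foxl2 (−3.40, adjusted p 0.0317) and Fst (−3.70, adjusted p 0.0267), both lost without Δ104 replicate 1 or 2 and without Δ225 replicate 1, 2, 5 or 6, and Fst also without Δ225 replicate 4. No fixed marker was called between Δ306, Δ104 and Δ93.

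In the list tests, fry called 20 of 110 tests. In Δ306 against WT the pre-granulosa list rose, with a median log2 fold change of 3.11 (adjusted p 1.44e-02). All 12 genes were higher, 11 of them called over all genes and 12 adjusted over the list alone. The fetal Leydig list changed by a median of −4.66 (adjusted p 9.24e-03), with 7 of 7 genes lower and called both ways. The Sertoli list had a median of −2.25 with 16 of 16 genes lower and an adjusted p of 5.99e-02, not called, although 9 of its genes were called over all genes and 12 adjusted over the list alone. The pre-granulosa call was lost without WT replicate 2 (adjusted p 0.0516) or WT replicate 3 (0.0506). In Δ93 against WT the Sertoli list (median −2.65, adjusted p 1.33e-02), the pre-granulosa list (3.68, adjusted p 2.23e-03), the fetal Leydig list (−3.42, adjusted p 3.47e-03), the meiotic list (3.23, adjusted p 1.33e-02) and the Y-linked list (−4.48, adjusted p 3.44e-02) were called, each with all of its genes in 1 direction. Of their genes, 7 of 16, 12 of 12, 6 of 7, 9 of 10 and 4 of 4 were called over all genes, and 13, 12, 7, 10 and 4 adjusted over the list alone. The Y-linked call was lost without WT replicate 2 or 3 or Δ93 replicate 3, 4 or 5, and the meiotic call without WT replicate 1 (adjusted p 0.0573).

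By edgeR's fry, 0 lists were called in Δ225 against WT, Δ104 against WT, Δ104 against Δ306 and Δ93 against Δ306. The preset-correlation test camera called 2, 5, 4 and 2 there. In Δ104 against WT the pre-granulosa list had a median of 2.76 with 12 of 12 genes higher (adjusted p 5.77e-02), with 0 genes called over all genes by edgeR and 12 adjusted over the list alone. Between deletions, Δ225 exceeded Δ93 in the Sertoli (median 2.01, adjusted p 1.44e-02), fetal Leydig (4.14, adjusted p 1.24e-03) and male germ-cell lists (2.93, adjusted p 1.34e-02). It lay lower in the pre-granulosa (−3.20, adjusted p 4.69e-04), meiotic (−2.65, adjusted p 2.50e-02) and mesonephric lists (−0.56, adjusted p 4.46e-02, 3 genes higher and 4 lower). Against Δ306 it lay lower in the pre-granulosa (−2.65, adjusted p 2.23e-03) and mesonephric lists (−1.12, adjusted p 3.68e-02) and higher in the fetal Leydig list (4.96, adjusted p 6.52e-03), and against Δ104 lower in the pre-granulosa list (−2.38, adjusted p 3.43e-02). Δ93 against Δ104 was higher in the pre-granulosa list (1.25, adjusted p 4.46e-02) and lower in the fetal Leydig list (−2.57, adjusted p 4.82e-02). The male germ-cell list was called only in Δ225 against Δ93, and the pan-germ-cell, blood and Fgf9-neighbour lists in no comparison. The pan-germ-cell list lay lower in WT replicate 1 than in the other WT libraries by a median of 5.58 log2 units. That widens the spread of germ-cell genes in WT, so the missing calls of germ-cell lists against WT are weak evidence of no change. The median, the mean and the direction of the test differed in sign in 13 of the 110 tests, none of them called.

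With camera at a preset correlation, 19 of the 20 calls held, and with the correlation estimated from the data 0 held, while edgeR's fry called 20. Leaving out single libraries lost 40 of 193 calls. The mesonephric, fetal Leydig and pre-granulosa calls between deletions were among them: the Δ225 against Δ104 call was lost without Δ104 replicate 1 or 2 (adjusted p 0.0829). Both calls of Δ93 against Δ104 were lost without Δ104 replicate 3 or 4 or Δ93 replicate 2, 3, 4 or 5, and the fetal Leydig one also without Δ104 replicate 2 or Δ93 replicate 1. The mesonephric call of Δ225 against Δ306 held only without Δ306 replicate 2 or Δ225 replicate 3. That against Δ93 was lost without Δ225 replicate 1, 2, 4, 5 or 6 or Δ93 replicate 3, 4 or 6.

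The supporting-cell balance summarised the Sertoli and pre-granulosa lists per library. It was 4.71 ± 0.22 in WT (n = 3), −1.09 ± 1.93 in Δ306 (n = 3), 4.10 ± 0.36 in Δ225 (n = 6), 0.81 ± 4.09 in Δ104 (n = 4) and −2.38 ± 2.29 in Δ93 (n = 6). The Δ104 libraries lay at −4.66, 0.25, 2.86 and 4.79. By two-sided exact permutation tests, Δ93 differed from WT by −7.09 (p 0.0119, adjusted 0.0437, lower in 6 of 6 libraries), Δ225 from Δ306 by 5.19 (p 0.0119, adjusted 0.0437) and Δ225 from Δ93 by 6.48 (p 0.00216, adjusted 0.0238). In all 3 cases the p was the smallest the design allows. Δ306 differed from WT by −5.80 with p 0.1, the smallest that 3 against 3 allow (adjusted 0.157). Δ225 against WT gave −0.61 (p 0.0595, adjusted 0.109), Δ104 against WT −3.90 (p 0.229, adjusted 0.279) and Δ225 against Δ104 3.29 (p 0.0381, adjusted 0.0838). Δ104 against Δ306, Δ93 against Δ306 and Δ93 against Δ104 had adjusted p of 0.429, 0.429 and 0.229.

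**Figure D2:**
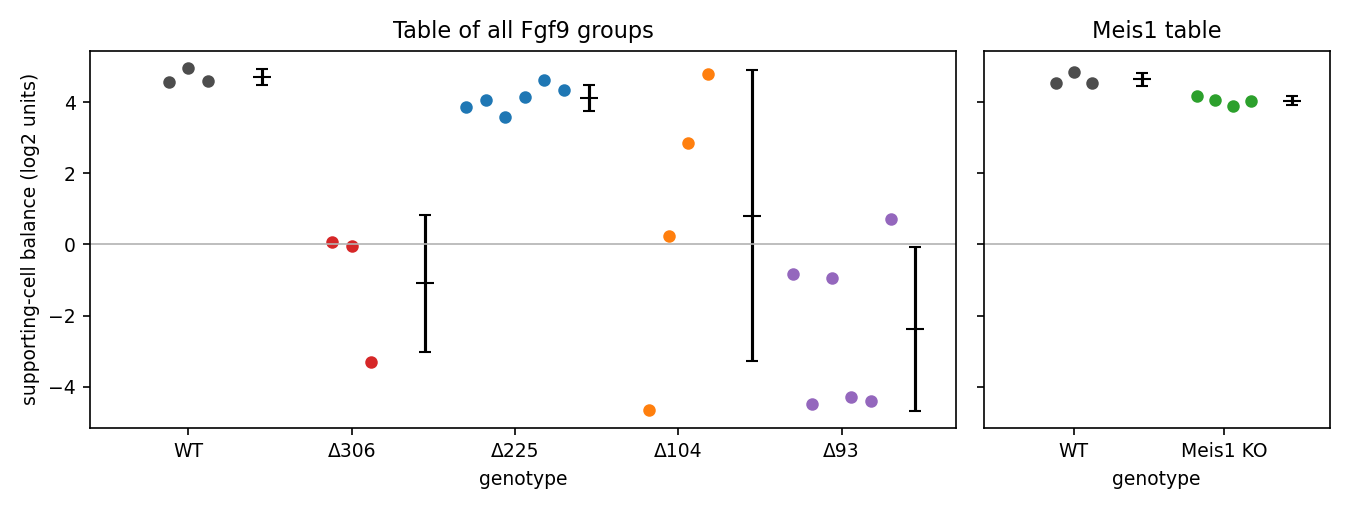
Supporting-cell balance of each library (mean log2 CPM of the Sertoli list minus that of the pre-granulosa list), with the mean and SD of each group beside its points. WT and Δ225 libraries lay at 3.59 or more, Δ93 libraries at 0.72 or less, and the 4 Δ104 libraries from −4.66 to 4.79.

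Listed neighbours of Fgf9 on chromosome 14 were tested because a deletion of regulatory sequence could act on other genes. In the reference annotation the nearest protein-coding gene upstream, Micu2, ends 71.3 kb from Fgf9. The next protein-coding gene downstream, 1700129C05Rik, starts 1020.3 kb away. Non-coding genes in these gaps were not looked for. Against WT, Tnfrsf19 (2.97, adjusted p 0.00109) and Spata13 (−0.61, adjusted p 0.0275) were called in Δ306, and Tnfrsf19 was called in Δ93 (3.39, adjusted p 0.00163). Spata13 lies 2521.3 kb and Tnfrsf19 2851.2 kb from Fgf9. Of the genes named and tested here, edgeR called none in Δ225 or Δ104 against WT. Between deletions, Tnfrsf19 was lower in Δ225 than in Δ306 (−3.13), Δ104 (−2.65) and Δ93 (−3.62). Lats2 was higher in Δ225 than in Δ306 (0.74) and Δ93 (0.57). Spata13 was higher in Δ225 than in Δ306 (0.74) and Zdhhc20 than in Δ93 (0.34). Zdhhc20 was also higher in Meis1 KO than in WT (0.36, adjusted p 0.0389). Micu2, Ska3, Mrpl57, Sap18, Xpo4 and Mipep were called in none of the 11 comparisons.

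Across 22941 genes, the log2 fold changes of 2 deletions against the shared WT were correlated. Unchanged groups against a shared WT group gave mean correlations of 0.517 to 0.679 in simulation. Genes were simulated as independent, so r of unchanged real libraries may spread more widely than the simulated range. Lying inside or outside that range therefore does not settle whether 2 deletions share effects. Pearson's r was 0.8 between Δ306 and Δ93 (Spearman's rho 0.750, simulated r 0.573), 0.747 between Δ104 and Δ93 (0.717, simulated 0.617), 0.644 between Δ306 and Δ104 (0.680, simulated 0.517) and 0.688 between Δ225 and Δ104 (0.638, simulated 0.608). It was 0.466 between Δ225 and Δ93 (0.426, simulated 0.679) and 0.335 between Δ306 and Δ225 (0.370, simulated 0.569), both under the simulated value. With the simulated sets processed in the same way, r for Δ225 and Δ104 lay inside the simulated range without WT replicate 1 (0.715, simulated 0.695 to 0.729) or WT replicate 3 (0.717, simulated 0.697 to 0.739), and so did r for Δ306 and Δ104 without WT replicate 3 (0.655, simulated 0.605 to 0.662).

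Meis1 KO was compared with WT in its own table. Of 16791 genes, 303 were called, 214 higher and 89 lower, with 3239 at an unadjusted p under 0.05, and the groups did not overlap at 19.7% of genes, where chance gives 5.71%. The count was 2204 without WT replicate 1 and 15 to 27 without any other single library (27 and 18 without WT replicates 2 and 3, and 22, 15, 17 and 18 without Meis1 KO replicates 1 to 4). After Meis1 itself, the largest decreases were in Gm10800 (−7.38), H19 (−7.13), Gm21738 (−6.76) and Myl2 (−5.80), and the largest increases in mt-Nd3 (4.06), Gm15013 (3.71), mt-Co3 (2.99), Foxl2 (2.90) and mt-Atp6 (2.67). The fall of H19 rests on WT replicates 1 and 3 (2340 and 2830 CPM), since H19 was at 17.3 CPM in WT replicate 2 and at 9.78 to 14.4 CPM in Meis1 KO. The mitochondrial and Gm genes are uncertain. Foxl2 was at 6.16 ± 0.582 CPM in Meis1 KO and 0.821 ± 0.138 CPM in WT (SE 0.19, adjusted p 7.53e-04) and was called under all 10 alternatives, with adjusted p of up to 0.0167. The other fixed markers tested were not called. Sox9 differed by −0.19 (adjusted p 0.345), Amh by −0.45 (adjusted p 0.137), Wnt4 by 0.23 (adjusted p 0.723) and Fst by 0.40 (adjusted p 0.407). The Sertoli list was lower (median −0.38, adjusted p 2.21e-02, 14 of 16 genes lower, 3 called over all genes and 9 adjusted over the list alone), a call lost without WT replicate 2 (adjusted p 0.068). The balance was 4.04 ± 0.13 in Meis1 KO (n = 4) and 4.64 ± 0.19 in WT (n = 3), a difference of −0.60 (exact permutation p 0.0286, the smallest the design allows, adjusted 0.0786).

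In a principal component analysis of the 22 libraries of WT and the deletions, the first component held 28.3% of the variance and the second 22.1%. Libraries of 1 group did not always lie together: Δ225 replicates 4, 5 and 6 lay beside WT and Δ225 replicates 1, 2 and 3 apart from them.

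**Figure D3:**
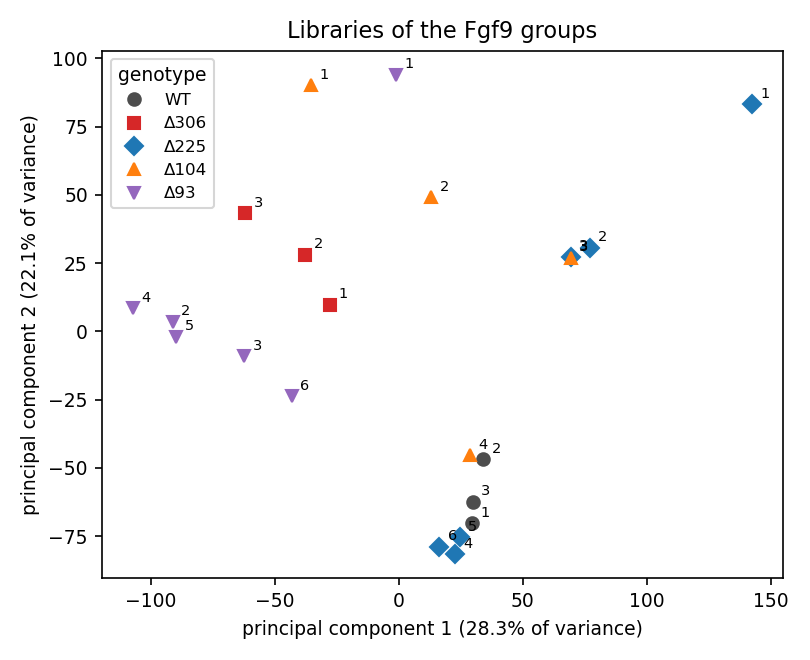
First and second principal components of the libraries of WT and the 4 deletions, in arbitrary units, numbered by replicate. Δ93 and Δ306 libraries lie at negative values of the first component, and Δ225 replicates 4 to 6 lie together, apart from replicates 2 and 3 and from replicate 1, which lies alone.

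In the 11 comparisons made in the same table here, the authors' deposited comparisons called more genes than edgeR. Their comparison of Δ306 with WT in the table of all deletions called 2616 genes, fewer than the 3101 called here in the first table, with 1878 in both. They called 4279 genes in Δ306 against WT (3065 also called here), 781 in Δ225 against WT (48 of 48 called here), 591 in Δ104 against WT (14 of 14), 4525 in Δ93 against WT (3219) and 1397 in Meis1 KO against WT (294). Their log2 fold changes and those fitted here had correlations across genes of 0.985 or more.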

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

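Chosen after the values had been seen were the tests of read depth, XX gonads, Y-chromosome loss and the sources of calls. The 2 tests with a further list of mesonephric genes were written before their outcome was known. Libraries were screened group by group for values far from the rest by Dixon's ratio at the 95% level. Of 60 groups of values, 8 held such a library, where chance gives about 1 in 20.

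Δ225 replicate 3 stood apart in 3 values. Its Fgf9 level was 4.05 log2 CPM against 1.91 to 2.68 in the other 5 Δ225 libraries, its Meis1 level was 6.72 against 5.79 to 6.13, and its mesonephric list averaged 2.82 against −0.44 to 0.15. Per the labels the gonads were separated from the mesonephros. A second list of 7 mesonephric genes, none of them in the first, lay higher in this library by a median of 1.84 log2 units. It was the highest Δ225 library for 6 of the 7 genes, with Hnf4a at 9.43 CPM against a mean of 0.0898 and Hoxb7 at 4.64 against 1.24. Ret went the other way, at 2.22 CPM against 20.2, and the other Δ225 libraries held 3 of the 7 genes above 1 CPM. These values are consistent with mesonephric tissue in the sample, as a hypothesis. Whether such tissue raises Fgf9 or Meis1 was not tested, and no biological explanation was tested. The library had 20.2 M counts, inside the range of its group, so depth alone does not set it apart. Without it the change of Fgf9 in Δ225 against WT was −0.89 in place of −0.44, still not called (adjusted p 0.143, with 0.143 to 0.683 over its 13 alternatives).

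Δ93 replicate 4 stood apart in 2 lists. Its mesonephric list averaged 3.14 log2 CPM against 1.72 to 1.88 in the other 5 Δ93 libraries, and its Fgf9-neighbour list 4.90 against 5.26 to 5.36. The second mesonephric list lay higher by a median of 0.47, under the 1 log2 unit that had been set in advance. It was the highest Δ93 library for 3 of 7 genes, with Hnf4a at 5.41 CPM against 0.052, while several others were near the floor and went both ways. Mesonephric tissue in this sample therefore cannot be told apart from other sources, and the low neighbour list was not explained by any test run.

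Δ225 replicate 4 had the lowest Y-linked list of its group, at −3.21 log2 CPM against 0.62 to 2.28. It was 1 of 4 libraries in which Ddx3y, Eif2s3y, Uty and Kdm5d together lay over 50-fold under the lowest WT library (31.2 CPM), with at most 9 counts in each. The others were Δ306 replicate 3, Δ93 replicate 4 and Δ93 replicate 5. Too few reads were argued against, since at the lowest WT level these libraries would hold at least 882 counts. XX gonads in place of XY were argued against in Δ306 replicate 3, which had 37 Sry counts, and in Δ225 replicate 4, where Xist was at 0.18 CPM, the level of WT replicates 1 and 3. In Δ93 replicate 4, with 2 Sry counts and Xist at 6.42 CPM, XX tissue cannot be told apart from other causes. Xist was also at 3.12 CPM in Δ225 replicate 2, which had 473 Y-linked counts, and no XX library was analysed. Δ93 replicate 5 had 8 Sry counts and Xist at 0.23 CPM, and no separate test was made for it. Loss of the Y chromosome from part of the cells would lower Sry together with the 4 genes. As the whole cause it was argued against in Δ306 replicate 3, where the ratio of Sry counts to those of the 4 genes was 9.25 (exact 95% interval 3.32 to 35.73), against 0.2 and 0.34 in the other Δ306 libraries and at most 1.75 in any library outside the 4. In Δ93 replicate 5 the ratio was 1 (8 counts each), inside the 0.08 to 1.75 of Δ93 replicates 1, 2, 3 and 6, and Δ225 replicate 4 and Δ93 replicate 4 had 2 Sry counts each, so in these 3 libraries such a loss may contribute. It also predicts a steady ratio of Uty to Eif2s3y, and 2 of 16 libraries with enough counts departed over 4-fold from the median ratio of 1.6: WT replicate 1 with 40.18, and Δ104 replicate 1 with 105 against 0 counts. Neither is among the 4 libraries, whose counts are too few for that ratio, so it decides nothing for them. A regulatory cause was not tested.

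Δ93 replicate 1 had the lowest total of its group, 20.6 M counts against 38.3 to 46.9 M. Shallow sequencing as the source of the calls in Δ93 against WT was argued against, since without that library 3572 genes were called in place of 3229. The same library did move smaller counts: without it Δ93 against Δ306 gave 123 genes in place of 18, and Δ93 against Δ104 gave 707 in place of 12.

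Δ225 replicate 1 had the highest mitochondrial share of its group, 11.61% (Wilson 95% interval 11.59% to 11.63%, counting error only) against 2.56% to 5.48%. It was also the smallest library, with 11.6 M counts. Mitochondrial transcripts as the source of all the calls in Δ225 against WT were argued against, since 35 genes were called with those genes removed, all of them among the 48. Of these 18 were higher and 17 lower, in place of 30 and 18, so the excess of higher calls went with those genes, and 3 of the 5 largest increases are mitochondrial (mt-Nd5, mt-Rnr2 and mt-Nd3). RNA quality or the polyadenylated fraction may differ in this library, but no value tests that, and without it 122 genes were called. No biological explanation was tested.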

How the results depend on the processing

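Only the refits by library size, without mitochondrial genes and in the table of all deletions, camera with an estimated correlation, and the simulated correlations under each setting were chosen after the results had been seen. Counts below follow the order Δ306, Δ225, Δ104 and Δ93 against WT, Δ225, Δ104 and Δ93 against Δ306, Δ225 against Δ104, Δ225 against Δ93, Δ93 against Δ104, and Meis1 KO against WT, for which the counts were 3101, 48, 14, 3229, 3030, 15, 18, 148, 4767, 12 and 303. Except where a cause is named, the cause of a change was not tested.

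A stricter threshold lowers counts by construction. At an adjusted p under 0.01 the counts were 863, 9, 3, 1234, 1014, 0, 4, 31, 2284, 3 and 16, the 0 being edgeR's for Δ104 against Δ306, with 2547 genes at an unadjusted p under 0.05 and 389 called by DESeq2 at 0.05. With an absolute log2 fold change of at least 1, counts fell by over 1.5 times to 1427 (Δ306 against WT), 28 (Δ225 against WT), 2121 (Δ93 against WT), 1800 (Δ225 against Δ306), 2645 (Δ225 against Δ93) and 80 (Meis1 KO).

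RLE normalization kept all 11 counts within 1.5 times. With no composition factor Δ104 against WT gave 26 genes and Δ104 against Δ306 gave 4. With no filter on low counts Δ104 against WT gave 31, Δ104 against Δ306 6 and Δ93 against Δ104 35. With CPM above 1 in 3 libraries Δ225 against WT gave 83, including 47 of the 48, and Δ104 against WT 53, including all 14. The other counts under these settings were within 1.5 times.

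DESeq2's Wald test gave 781 genes for Δ225 against WT, 591 for Δ104 against WT, 389 and 167 for Δ104 and Δ93 against Δ306, 456 for Δ225 against Δ104, 546 for Δ93 against Δ104 and 1439 for Meis1 KO against WT. These held all genes called by edgeR except 2 of 18 for Δ93 against Δ306 and 7 of 303 for Meis1 KO. The 4 larger counts stayed within 1.5 times.

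In a fit of only the groups compared, the spread is estimated from fewer libraries. Δ225 against WT then gave 1 gene, Δ104 against WT 0 (edgeR, with 4108 genes at an unadjusted p under 0.05, and 591 by DESeq2 in the full fit), Δ225 against Δ306 1945, Δ104 against Δ306 4, Δ93 against Δ306 8, Δ225 against Δ104 1 and Δ93 against Δ104 4. Conversely, Δ306 against WT counted and fitted with all deletions gave 1474 genes, and 3429 counted there but fitted alone.

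By library size, the fit over 30 M counts gave 804 genes for Δ225 against WT and 6938 for Δ93 against WT, and 4814 for Δ225 against Δ93. Under 30 M, with 2 or 3 libraries per group, it gave 1 gene for Δ225 against Δ306 and 0 for Δ104 against Δ306 and for Δ225 against Δ104, by edgeR, with 1730 and 1863 genes at an unadjusted p under 0.05. DESeq2 called 389 and 456 over all libraries there. Groups with fewer than 2 libraries in a class were left out.

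Same-numbered libraries shared only a number. The correlation of their deviations from the group means was over 0.1 in 2 of 3 pairs of the first table, 9 of 35 pairs of the table of all deletions and 2 of 3 pairs of the Meis1 table, ranging from −0.307 to 0.481. With the replicate number as a block the counts were 1638 for Δ225 against WT, 470 for Δ104 against WT, 2 for Δ104 against Δ306, 3 for Δ93 against Δ306, 2 for Δ225 against Δ104, 2 for Δ93 against Δ104 and 32 for Meis1 KO. The block moved the other 4 counts by less than 1.5 times.

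Leaving out each library in turn gave 1110 to 3683 genes for Δ306 against WT, 5 to 122 for Δ225 against WT, 1 to 528 for Δ104 against WT and 1486 to 3572 for Δ93 against WT. It gave 887 to 3368 for Δ225 against Δ306, 0 to 282 for Δ104 against Δ306, 3 to 123 for Δ93 against Δ306, 9 to 557 for Δ225 against Δ104, 3 to 791 for Δ93 against Δ104 and 15 to 2204 for Meis1 KO. Δ225 against Δ93 stayed within 1.5 times in all 12 cases. Fewer libraries lower power by construction. Single libraries moved counts by over 1.5 times when left out, and each is named with the count without it. For Δ306 against WT these were WT replicates 2 (1110) and 3 (1743) and Δ306 replicates 2 (1366) and 3 (1166). Δ225 against WT moved without WT replicates 1 to 3 (14, 5 and 12) and Δ225 replicates 1 to 3 (122, 30 and 98). Δ104 against WT moved without WT replicates 1 to 3 (1, 2 and 1) and Δ104 replicates 1 to 4 (2, 2, 74 and 528), and Δ93 against WT without WT replicates 1 to 3 (1486, 1591 and 1813). Δ225 against Δ306 moved without Δ306 replicates 2 (1283) and 3 (887). Δ104 against Δ306 moved without Δ104 replicates 1 to 4 (282, 2, 1 and 114), and without Δ306 replicates 1, 2 or 3 edgeR called 0, with 2394, 1834 and 1628 genes at an unadjusted p under 0.05 (DESeq2 called 389 with all libraries). Δ93 against Δ306 moved without Δ306 replicates 1 to 3 (3, 3 and 9) and Δ93 replicates 1 to 6 (123, 4, 4, 11, 4 and 4). Δ225 against Δ104 moved without Δ225 replicates 2, 5 and 6 (83, 74 and 71) and Δ104 replicates 1 to 4 (9, 62, 238 and 557). Δ93 against Δ104 moved without Δ104 replicates 1 to 4 (791, 3, 3 and 3) and Δ93 replicates 1 to 6 (707, 3, 3, 3, 3 and 72). Meis1 KO moved without WT replicates 1 to 3 (2204, 27 and 18) and Meis1 KO replicates 1 to 4 (22, 15, 17 and 18).

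The number of lists called was 2, 0, 0, 5, 3, 0, 0, 1, 6, 2 and 1 in the order above. Camera with a preset correlation called 4 for Δ306, 2 for Δ225 and 5 for Δ104 against WT, 5 for Δ225, 4 for Δ104 and 2 for Δ93 against Δ306, 5 for Δ225 against Δ104, 6 for Δ93 against Δ104 and 5 for Meis1 KO. With the correlation estimated from the data camera called 0 in each of the 7 comparisons in which fry had called a list (2, 5, 3, 1, 6, 2 and 1). Leaving out libraries gave 1 to 3 lists for Δ306 against WT, 0 to 1 for Δ225 against WT, 0 to 2 for Δ104 against WT, Δ104 against Δ306, Δ225 against Δ104 and Meis1 KO, and 0 to 3 for Δ93 against Δ104. These numbers moved without WT replicate 2 or 3 for Δ306 against WT (1 each), WT replicate 3 for Δ225 against WT (1), Δ104 replicates 3 (2) and 4 (1) for Δ104 against WT, and Δ104 replicate 1 for Δ104 against Δ306 (2). Δ225 against Δ104 moved without Δ225 replicate 3 (2) and Δ104 replicates 1 (0), 2 (0) and 4 (2). Δ93 against Δ104 moved without Δ104 replicates 2 (1), 3 (0) and 4 (0) and Δ93 replicates 1 (1) and 2 to 5 (0 each), and Meis1 KO without WT replicate 2 (0) and Meis1 KO replicate 2 (2). Those counts of 0 are by fry. Of 253 alternative values for the 20 called lists, 192 kept the call and 61 lost it, and none reversed.

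The balance kept its direction under all 139 alternatives. The differences of Δ93 and WT (−7.71 to −6.67) and of Δ225 and Δ306 (4.08 to 5.78) lost their calls without any 1 of their own 9 libraries each (adjusted p 0.0655 to 0.0838), and fewer libraries also raise the smallest possible p. Δ225 against WT (−0.71 to −0.48) passed the threshold only without Δ225 replicate 5 (−0.71, adjusted p 0.0491), and Δ225 against Δ104 (1.47 to 4.62) only without Δ104 replicate 4 (4.62, adjusted p 0.0327). Set beside simulated sets processed in the same way, 4 of the 6 correlations of fold changes stayed on the same side of the simulated range under all 5 settings. Without a WT library, r of Δ306 and Δ104 was 0.655 to 0.702 and lay inside that range without WT replicate 3 (0.655). For Δ225 and Δ104 it was 0.715 to 0.76 and lay inside without WT replicate 1 (0.715) or WT replicate 3 (0.717). A shared control of fewer libraries raises the simulated value.

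For the named genes, 4307 of 4728 alternative values kept the call as it was, 353 lost it and 68 gained it. In 147 alternatives a gene that was not called differed in sign. Fgf9 in Δ306 against WT kept its call under all 11 alternatives (adjusted p up to 0.0154), Fgf9 in Δ93 against WT under all 13 (up to 0.023), and Meis1 in Meis1 KO under all 10 (up to 0.00455).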

Other observations

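All explanations weighed here were tested only after the pattern had been seen, except for the counts over other splits of the libraries, which were planned.

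Other splits of the same libraries into groups of the same sizes, all of them or 100 drawn at random, showed where chance could be excluded as the source of a count. For Δ93 against WT, 1 of 84 splits gave as many genes, the real one. For Δ225 against Δ306 it was 2 of 84, for Δ225 against Δ93 1 of 100, and for Meis1 KO against WT 1 of 35, so chance was excluded in these 4 for the number of calls, each taken alone at a share under 0.05. Adjusted over the 11 comparisons, the smallest of the 11 shares was 0.0655 and none was under 0.05. By the number of genes at an unadjusted p under 0.05, 2 of 35 splits for Meis1 KO were as large, since WT replicates 2 and 3 with Meis1 KO replicates 2 and 4 gave 3390 genes against 3239, so by that measure chance was not excluded. The 303 calls also fell to 15 to 27 without any single library except WT replicate 1 (2204). Chance was not excluded for Δ225 against WT (7 of 84), Δ104 against WT (4 of 35), Δ104 against Δ306 (4 of 35), Δ93 against Δ306 (5 of 84), Δ225 against Δ104 (7 of 100) and Δ93 against Δ104 (10 of 100). For Δ306 against WT it was 1 of 10 splits, and 3 against 3 cannot go lower. In 3 comparisons with Δ225 the split with the highest count parted the Δ225 libraries by size. WT with Δ225 replicates 4 to 6 against Δ225 replicates 1 to 3 gave 6739 genes, against 48 for the real split. Δ306 with Δ225 replicates 4 to 6 against Δ225 replicates 1 to 3 gave 4630 genes, against 3030, and a split of Δ225 and Δ104 that parted the same Δ225 libraries gave 5159, against 148. Among libraries over 30 M counts, Δ225 against WT (3 against 3) gave 804 genes, 188 higher and 616 lower, which included all 48. Its fold changes correlated at only 0.592 across genes with those over all libraries, where 30 genes were higher and 18 lower.

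The parting of Δ225 replicates 1 to 3 (11.6 to 23.3 M counts) from replicates 4 to 6 (41.3 to 46.8 M) may reflect a difference in library size or in something that goes with it. Over the 22 libraries the second principal component followed the total count, with a Spearman correlation of −0.708 (permutation p 3.10e-04, adjusted 0.00217) and a Pearson correlation of −0.641 (permutation p 0.00161, adjusted 0.0113), −0.581 without the 2 libraries farthest from the median total. Within Δ93, r was −0.872 (exact permutation p 0.0875, adjusted 0.128) and 0.234 without the 2 farthest libraries, so it rests on those. Within Δ225 the libraries part into 2 sets of 3 that differ in both total and component. Replicates 1 to 3 had 27.4 to 83.3 on the component, with replicate 1 far from the other 2, and replicates 4 to 6 had −81.5 to −75.4. Over the 6 the exact permutation test gave an adjusted p of 0.0243 for Pearson and 0.117 for Spearman, which reflects the 2 sets, and 3 libraries are too few to test a relation within a set. Δ104 replicate 1, with 35.2 M counts, and Δ104 replicate 4, with 20.8 M, went against the relation. The labels give no batch, so depth, a batch and the groups' own differences are not separable. WT and Δ306 alone fill the first table, and the other groups come only in the other tables. A difference between deposits is therefore not separable from a difference of the other groups from WT or Δ306. Δ225 against Δ306 gave 1 gene among libraries under 30 M counts (3 against 2 libraries), with 5220 genes at an unadjusted p under 0.05 and fold changes that correlated at 0.908 across genes with those over all libraries. That refit also has fewer libraries. Of Δ306 it lacks replicate 2 (31.8 M counts), and leaving out that library alone also lowered the count from 3030, as given above. Leaving out Δ306 replicate 3 alone, which the refit keeps, gave 887 genes in place of 3030. Library size and the loss of libraries are therefore not separated.

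The supporting-cell balance differed between libraries of 1 deletion, and 2 possible sources, Fgf9 level and library size, were tested within groups. In Δ93 the balance and log2 Fgf9 had a Pearson correlation of −0.109 (exact permutation p 0.892; Spearman 0.543, p 0.297; 0.486 without the 2 farthest libraries), and the balance and the total count −0.271 (p 0.747; Spearman −0.143, p 0.803; −0.244). In Δ225 the correlations were −0.796 with Fgf9 (exact permutation p 0.0514, adjusted 0.12; Spearman −0.771, p 0.103; −0.651) and 0.752 with the total count (p 0.0917, adjusted 0.128; Spearman 0.771, p 0.103; 0.915). The Δ225 totals part into the same 2 sets, so the last value contrasts those sets. None of these 4 passed the adjustment over 7 relations, and with 6 libraries each the explanations cannot be told apart from no relation.

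WT replicate 1 had far lower germ-cell transcripts than the other 2 WT libraries. The median log2 difference was −5.58 for the pan-germ-cell list, −3.59 for the male germ-cell list and −2.88 for the meiotic list, while the Sertoli list differed by 0.06 and the pre-granulosa list by 0.13. Shallow sequencing was argued against, since at the lower level of the other WT libraries this library would hold 3235 Ddx4 counts, and it held 170. Fewer germ cells in this sample cannot be told apart from other causes, since the −3.59 of the male germ-cell list is part of the pattern and so does not test it. The Y-linked list lay lower by 2.09, with genes from −4.36 to −0.06, and the mesonephric list higher by 1.54, with genes from −2.46 to 3.88, so the sample also differed in other ways. No biological explanation was tested. WT replicate 1 was the library whose removal raised the Meis1 KO count most, from 303 to 2204. The library also enters every comparison of germ-cell genes with WT.

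Some imprinted genes lay near 0 in some libraries and at full level in others. H19 was at 1250 CPM in WT replicate 1, 1590 in WT replicate 3, 1090, 2240 and 1270 in Δ225 replicates 2, 3 and 4 and 298 in Δ104 replicate 1, and at 40.8 CPM or less in the other libraries of the table of all deletions. Peg13 was at 0.39 CPM or less in all Δ225 and Δ93 libraries and in Δ306 replicate 1. Mest was at 9.26 CPM or less in all 6 Δ93 libraries and at 386 CPM or more elsewhere. That imprinted genes switch between libraries more often than other genes was tested on a list of 56, of which the 5 genes first noticed had to be left out. Then 1 of 33 imprinted genes and 345 of 10574 others differed 16-fold within a group in the table of all deletions (two-sided Fisher exact p 1), and 1 of 33 against 640 others at 8-fold (p 0.72). In the Meis1 table it was 0 of 27 against 46 of 9121 at 16-fold and 61 at 8-fold (both p 1). The definition went through several versions on these data. With the 5 genes kept in, p was 0.0352 and 0.289 in the table of all deletions at 16-fold and 8-fold and 5.83e-04 and 0.00127 in the Meis1 table, but those values are circular. With so few genes the explanation cannot be told apart from its absence. The loss of Mest in all Δ93 libraries and of Peg13 in all Δ225 and Δ93 libraries goes with the groups and may come from the founder animals or cells or from the deletions, which the labels do not separate, and no test was run on that.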
